A study of Mus musculus with 8 samples. Its data were reported in "Essential role of lncRNA binding for WDR5 maintenance of active chromatin and embryonic stem cell pluripotency" (2014).

How the data were processed

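The series holds 8 Affymetrix mouse expression arrays of V6.5 mouse ESCs with an shRNA against Wdr5 and a doxycycline-inducible human WDR5 transgene, WT or F266A, sorted for a fluorescent reporter. Groups and replicate numbers were read from the sample labels: WT +dox, WT -dox, F266A +dox and F266A -dox, 2 arrays each, described as biological duplicates. The authors summarised probe intensities by RMA (justRMA in R 2.11.1), and the deposited table holds log2 values of 45101 probe sets. It was used as deposited, with no further normalization. Arrays give no read counts, and the precision depends on their number and on the spread between duplicates.

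Of the 45101 probe sets, 64 are controls, 34945 carry exactly 1 gene symbol, 932 several and 9160 none, and only those with 1 symbol were tested. As in the authors' methods, a probe set had to exceed 50 on the linear scale in at least 1 array (20046 did), and the passing probe sets of a gene were averaged, which gave 11940 genes, 5061 of them from several probe sets. The median SD between duplicates was 0.08.

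All 8 arrays were fitted at once as 4 group means with limma 3.58.1 in R 4.3.3 (4 residual degrees of freedom, 5.32 prior degrees of freedom), with no block, since the authors' methods mention none. The 6 contrasts between groups and the interaction of line and withdrawal were tested two-sided, with Benjamini-Hochberg adjustment over all genes of a contrast. A gene was called at an adjusted p under 0.05, and calls with at least a 2-fold change, the authors' size threshold, were counted beside it. SAM, which the authors used, was not installed, so a SAM-type statistic was written as an alternative. The fit was tested on 10 simulated data sets with the spread of these arrays and 200 changed genes each: it recovered 94.9% of changes of 0.5 log2 and 100% of those of 1 and 2, and 5.66% of its calls were false, against 4.52% for the SAM-type statistic. All 10 simulated lists shifted by 0.3 had an unadjusted camera p under 0.05 with either correlation.

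The groups, contrasts, tests, gene lists, rule for named genes and first set of alternatives were fixed before the data were examined. The 22 lists cover pluripotency, primed epiblast, ectoderm and neural, mesendoderm and mesoderm, endoderm, trophectoderm, germline and Hox genes, MLL complex members, fibroblast markers, the integrated stress response, p53 targets, mitosis and cell cycle, interferon response, hypoxia and glycolysis, cholesterol synthesis, LIF and STAT3 targets, FGF and ERK targets, NODAL, BMP and WNT targets, mRNAs that both bind WDR5 in RNA immunoprecipitation and come from genes an earlier screen tied to ESC pluripotency (all 22 gene names of a supplement, 19 of them measured), and ribosomal proteins. A further list of genes of a totipotent-like state had fewer than 5 measured genes and was not tested, which left 21. For the bound mRNAs from genes of the earlier screen the paper's text counts 23, against the 22 names of the supplement. Lists overlap, so their tests are not independent: of 18 LIF and STAT3 targets 10 stand on another list, and of 23 NODAL, BMP and WNT targets 9. Each list was tested with camera at a preset inter-gene correlation of 0.01, adjusted over all 147 tests, with camera at an estimated correlation and fry beside it.

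Genes were named by this rule: 11 genes fixed by name (Wdr5, Pou5f1, Nanog, Sox2, Esrrb, Cdx2, Fgf5, Nes, Mixl1, Gata6 and Hand1), the 6 highest and 6 lowest called genes with at least a 2-fold change and no overlap between the groups' arrays in the first 3 contrasts and 3 and 3 in the others, and up to 4 called members per described list with the largest absolute change (2 given as values where none was called). Not all members allowed by the rule are printed. Chromosomes were assigned through the gene table of the mouse assembly GRCm38.p6. Similarity of changes that share the 2 control arrays was set beside 100 simulated draws with unchanged groups.

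The alternatives tried were no expression filter and a minimum of 100, the probe set with the highest mean, each probe set on its own, quantile normalization, centring on the array median, a fit of the contrast's groups alone, the replicate number as a block, a trended and robust variance prior, array weights, the SAM-type statistic, the 2-fold threshold and leaving out each array in turn. A crossed block and a test without genes of chromosomes 6 and 8 were added after the data had been seen. Probe sets with several symbols or none were left out of the tests because their gene is not defined.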

Results

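Gene expression was measured with Affymetrix mouse arrays in mouse embryonic stem cells (ESCs) that carried an shRNA against the endogenous Wdr5 mRNA and a doxycycline-inducible human WDR5 transgene. WDR5 is a WD-repeat adaptor shared by the MLL complexes that methylate histone H3 at lysine 4. The transgene encoded either the wild-type protein (WT) or F266A, a substitution in the cleft through which WDR5 binds RNA. Each line was grown with doxycycline (+dox, 2 µg per mL) or without it (-dox), which gives 4 groups of 2 arrays described as biological duplicates, 8 arrays in all. The shRNA was present in every group, so no group shows these cells with their own Wdr5 mRNA untouched. Of the probe sets, 34945 carried exactly 1 gene symbol, and 11940 genes passed the expression minimum and were tested. The precision depends on the number of arrays and on the spread between duplicates. The median standard error of a difference between groups was 0.08 on the log2 scale. The study names a WT and an F266A line and describes no independently made second line of either. Duplicates then show the spread within a line. Tests between the lines and of the interaction thus compare these particular lines. They do not separate the mutation from other differences between the lines. A gene had to exceed the minimum (5.64 on the log2 scale) in 1 array only. Among genes printed below, 2410003I16Rik, Btla, Cav1, Ccnd2, Cdh2, Cdx2, Enox1, Fgf5, Fgf8, Fgg, Gata6, Gbp2b, Ifit2, Lrrc31, Nefm, Prss23, Qpct, Sall2, Septin4 and Zic2 had at least 1 group mean under it. Differences from such a group rest on a signal not shown to exceed background, so their exact size and rank carry little weight. Values of genes are log2 differences ± SE from one limma fit of 2 arrays per group unless stated otherwise.

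Arrays of one group resembled each other more than arrays of different groups. Pearson's r across probe sets was 0.997 to 0.998 between duplicates and 0.985 to 0.996 between groups. The first principal component held 66.9% of the variance and ordered the groups from WT +dox (-28.4 and -28.9) through WT -dox (-2.78 and -2.15) and F266A +dox (5.35 and 4.29) to F266A -dox (25.7 and 26.8). The second, with 16.4%, set WT -dox (-17.0 and -15.8) apart from F266A +dox (8.35 and 7.84). Array medians lay between 5.36 and 5.39. The probe set for 18S ribosomal RNA, a control on the array, went down in the same order as the first component, with 11.42 and 10.99 in WT +dox, 11.13 and 10.78 in WT -dox, 10.61 and 10.35 in F266A +dox and 9.60 and 9.57 in F266A -dox. The difference between the 3' and 5' probe sets of control genes, a sign of RNA integrity, was 0.101 to 0.134 in WT and 0.141 to 0.165 in F266A arrays for Gapdh. For Actb it was 0.687 to 0.742 in WT and 0.529 to 0.633 in F266A arrays. In both genes the lines did not overlap, in opposite directions. It was 2.685 to 3.223 for Tfrc and 0.394 to 0.74 for Pcx over the 8 arrays.

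**Figure D1:**
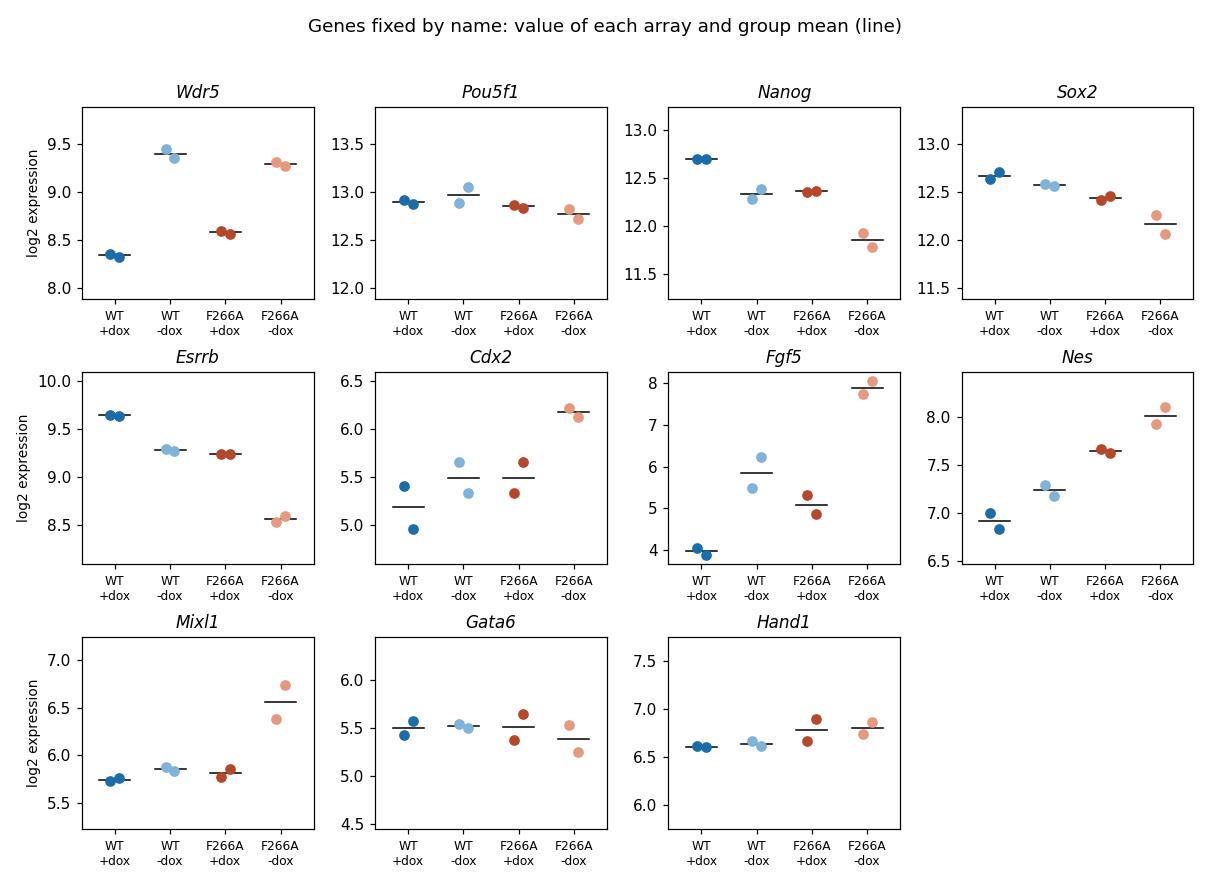
Log2 expression of the 11 genes fixed by name in each of the 8 arrays (points) with the mean of each group (line), on panels with separate vertical ranges. Nanog and Esrrb are highest in WT +dox and lowest in F266A -dox, Fgf5 goes from a mean of 3.97 in WT +dox to 7.90 in F266A -dox, and the group means of Pou5f1 stay between 12.77 and 12.97.

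The first comparison asks how ESCs kept on the mutant differed from ESCs kept on wild-type WDR5 while the transgene was induced (F266A +dox minus WT +dox). The study reported equal transgene RNA in the lines but less F266A than WT protein, also in nuclei and on chromatin. The groups thus differ in the amount of the protein as well as in its sequence. Esrrb, a nuclear receptor of the self-renewal network, fell by 0.41 ± 0.06 (adjusted p = 0.00132), and Nanog, a homeodomain factor of naive pluripotency, fell by 0.34 ± 0.07 (adjusted p = 0.00833). Fgf5, a growth factor of the postimplantation epiblast, rose by 1.11 ± 0.23 (adjusted p = 0.00608), with both groups under the expression minimum, and Nes, an intermediate filament of neural progenitors, rose by 0.73 ± 0.09 (adjusted p = 0.000306). Pou5f1 (-0.04 ± 0.08, adjusted p = 0.721), Sox2 (-0.24 ± 0.08, adjusted p = 0.0521), Cdx2 (0.31 ± 0.16, adjusted p = 0.191), Hand1 (0.17 ± 0.09, adjusted p = 0.163), Mixl1 (0.07 ± 0.10, adjusted p = 0.668) and Gata6 (0.01 ± 0.11, adjusted p = 0.968) were not called. Several of these genes were picked by the study on the same kind of cultures, so their direction is not independent evidence. Without F266A +dox replicate 1 the calls of Nanog (-0.33, adjusted p = 0.053) and Fgf5 (0.89, adjusted p = 0.0646) ended.

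The largest rises were those of Gbp2b (2.64 ± 0.17), Krt19 (2.64 ± 0.13) and Gbp2 (2.62 ± 0.13), of which Gbp2 and Gbp2b encode interferon-inducible guanylate-binding proteins and Krt19 a keratin of simple epithelia. They were followed by Fndc3c1 (2.47 ± 0.15), the serine protease gene Prss23 (2.44 ± 0.18) and the endocytic receptor gene Lrp2 (2.41 ± 0.09). All of these genes were also higher in both F266A -dox arrays than in both WT -dox arrays. Gbp2 read 9.31 and 9.74 in F266A -dox, against 6.84 and 7.08 in WT -dox. Krt19 read 10.03 and 10.49, against 7.79 and 7.84. These rises were thus present without induction too, and an effect of the mutant cannot be told apart from another difference between the lines. The deepest falls were those of Nupr1 (-2.57 ± 0.07), a stress-induced transcriptional regulator, 2410003I16Rik (-2.08 ± 0.14) and B4galnt2 (-1.79 ± 0.13), a glycosyltransferase gene, then Fgg (-1.77 ± 0.10), a fibrinogen chain, Gm13261 (-1.70 ± 0.08) and Calb2 (-1.68 ± 0.10), the calretinin gene. In all, 3384 of 11940 genes were called, 1896 higher and 1488 lower, and 234 of these changed at least 2-fold, 179 higher and 55 lower. The count was 2240 without WT +dox replicate 1 and 1931 without F266A +dox replicate 1. Nanog lies on chromosome 6 and Calb2 on chromosome 8, whose genes had a median difference of 0.06 and 0.09 in this comparison.

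Several lists of cell state were called, whereas those of endoderm, of mesendoderm and mesoderm and of Hox genes were not. Of 17 measured genes of the primed epiblast, the later pluripotent state, 16 rose (16 adjusted over the list alone), among them Pou3f1 (1.48 ± 0.09) and the DNA methyltransferase gene Dnmt3b (1.25 ± 0.09). The list was called higher (median 0.61, adjusted p = 8.53e-09), with adjusted p = 0.263 with an estimated correlation. Of 37 pluripotency genes, 14 fell, 4 rose and 19 were not called (15 fell and 4 rose adjusted over the list alone), with Tcl1, a coactivator of AKT, at -0.97 ± 0.07 and the nuclear receptor gene Nr5a2 at -0.62 ± 0.10. That list was called lower (median -0.13, adjusted p = 0.0042), with adjusted p = 0.343 with an estimated correlation. Among 15 germline genes 10 fell and 1 rose (10 and 2 adjusted over the list alone), led by Sycp3 (-1.36 ± 0.10) and Stag3 (-1.08 ± 0.08), both of the meiotic chromosome axis (median -0.53, adjusted p = 2.31e-05, adjusted p = 0.281 with an estimated correlation). Of 21 ectoderm and neural genes 9 rose and 2 fell (9 and 2 adjusted over the list alone), with the neurofilament genes Nefm (1.91 ± 0.14) and Nefl (1.54 ± 0.11) highest (median 0.30, adjusted p = 0.000832, adjusted p = 0.275 with an estimated correlation).

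Markers of extraembryonic and mesenchymal cells rose in part. Of 19 trophectoderm genes 8 rose and 3 fell (8 and 4 adjusted over the list alone), and the list was called higher (median 0.20, adjusted p = 0.0234, adjusted p = 0.336 with an estimated correlation). The largest changes were those of the simple-epithelial keratins Krt19 (2.64 ± 0.13), Krt8 (2.23 ± 0.09) and Krt18 (2.19 ± 0.09) and of the imprinted growth factor Igf2 (1.99 ± 0.10), which are not restricted to trophectoderm, whereas the lineage factor Cdx2 was not called. Of 10 fibroblast markers 5 rose and 0 fell by limma (5 and 0 adjusted over the list alone), among them Tagln, Vim (1.40 ± 0.10), Thbs1 (1.39 ± 0.08) and Cav1 (0.83 ± 0.09) (median 0.49, adjusted p = 0.00407, adjusted p = 0.281 with an estimated correlation). These encode cytoskeletal and matrix-associated proteins that are also made outside fibroblasts, and the ESCs were grown on gelatin and sorted for the reporter before plating. The 18S control signal, higher in both WT +dox arrays than in both F266A +dox arrays, moved with these groups. Cav1 lies on chromosome 6.

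Among signalling lists, those of FGF and ERK targets and of NODAL, BMP and WNT targets were called higher, and that of LIF and STAT3 targets was not called. Of 18 FGF and ERK targets 14 rose and 0 fell by limma (14 and 0 adjusted over the list alone), with Myc (1.81 ± 0.10) and Phlda1 (1.25 ± 0.10) highest (median 0.43, adjusted p = 1.12e-06, adjusted p = 0.263 with an estimated correlation). Of 23 targets of NODAL, BMP and WNT 14 rose and 0 fell (14 and 1 adjusted over the list alone), with the BMP target Id3 (2.13 ± 0.07) and the WNT target Sp5 (1.56 ± 0.13) highest (median 0.35, adjusted p = 7.2e-05, adjusted p = 0.263 with an estimated correlation). One list holds mRNAs that bind WDR5 in RNA immunoprecipitation and whose genes an earlier screen had linked to ESC pluripotency. It is a small part of all bound RNAs and was not chosen on these arrays. Of its 19 measured members 10 rose and 0 fell (10 and 1 adjusted over the list alone), with Myc, Folr1 (0.86 ± 0.09) and Bmp4 (0.79 ± 0.08) highest (median 0.20, adjusted p = 0.00486, adjusted p = 0.336 with an estimated correlation). Genes of the integrated stress response, the ATF4 program, went the other way: 17 of 26 fell and 0 rose (17 and 1 adjusted over the list alone), with Nupr1, Chac1 (-1.48 ± 0.09) and Ddit3 (-1.19 ± 0.08) lowest (median -0.34, adjusted p = 8.45e-07, adjusted p = 0.275 with an estimated correlation). Of 44 ribosomal protein genes 6 fell and 0 rose (6 and 0 adjusted over the list alone), with Rpl22l1 (-0.89 ± 0.08) and Rpl39l (-0.55 ± 0.06), paralogs of common subunits, lowest (median -0.07, adjusted p = 0.00706, adjusted p = 0.263 with an estimated correlation). The ribosomal call ended after quantile normalization of the deposited values (adjusted p = 0.0807).

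The other 10 lists were not called. Of 28 hypoxia and glycolysis genes 12 rose and 5 fell (15 and 7 adjusted over the list alone, median 0.20, adjusted p = 0.0613), with the glucose transporter gene Slc2a1 at 1.30 ± 0.09 and the hexokinase gene Hk1 at -0.81 ± 0.08. Of 23 p53 targets 8 rose and 2 fell (9 and 2 adjusted over the list alone, median 0.18, adjusted p = 0.0674), Perp at 1.10 ± 0.09 and Rrm2b at -1.08 ± 0.08. Of 20 cholesterol synthesis genes 6 rose and 2 fell (6 and 2 adjusted over the list alone, median 0.08, adjusted p = 0.404), with Tm7sf2 at -0.51 ± 0.08. Of 21 endoderm genes 4 rose and 3 fell (5 and 5 adjusted over the list alone, median 0.03, adjusted p = 0.629), among them the basement membrane collagen genes Col4a2 (1.58 ± 0.12) and Col4a1 (1.44 ± 0.09), which lie on chromosome 8. Of 33 genes of mitosis and the cell cycle 6 rose and 4 fell (6 and 4 adjusted over the list alone, median 0.01, adjusted p = 0.869), with Ccne2 at 0.65 ± 0.10. Of 20 members of the MLL complexes 2 rose and 0 fell by limma (1 and 0 adjusted over the list alone, median 0.04, adjusted p = 0.684), namely Setd1b (0.94 ± 0.11) and Wdr5. Of 10 Hox genes 0 rose and 1 fell (0 and 0 adjusted over the list alone, median -0.03, adjusted p = 0.448). That gene was Hoxa5 on chromosome 6 (-0.25 ± 0.08, adjusted p = 0.0482), whose call ended under most alternatives. Hoxa5 was at -0.08 without the expression filter (adjusted p = 0.59), and its adjusted p was 0.0506 with the probe set of the highest mean, 0.0737 with arrays centred on their medians, 0.0654 with the groups of the contrast alone and 0.0567 with the replicate block. Left-out arrays gave Hoxa5 values of -0.28 (WT +dox replicate 1, adjusted p = 0.102), -0.22 (WT +dox replicate 2, adjusted p = 0.176), -0.25 (WT -dox replicates 1 and 2, adjusted p = 0.0698 and 0.07) and -0.15 (F266A +dox replicate 2, adjusted p = 0.262). Signs differed in 3 lists. The mesendoderm and mesoderm list (4 of 18 rose and 2 fell, 4 and 2 adjusted over the list alone) had a median of -0.05, a mean of 0.15 and a test pointing up (adjusted p = 0.835), with Acta2 at 1.44 ± 0.24 and Fgf8 at 1.14 ± 0.21. The interferon list (5 of 17 rose and 4 fell, 5 and 5 adjusted over the list alone) had a median of -0.02, a mean of 0.07 and a test pointing up (adjusted p = 0.831), with Ifit2 at 0.80 ± 0.10 and Xaf1 at -0.75 ± 0.10. The list of LIF and STAT3 targets (5 of 18 rose and 5 fell, 5 and 5 adjusted over the list alone) had a median of -0.09, a mean of 0.13 and a test pointing down (adjusted p = 0.831), with Ier3 at 1.21 ± 0.11 and Jun at 1.17 ± 0.14.

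The second comparison asks what happened when wild-type WDR5 was withdrawn (WT -dox minus WT +dox). Nanog fell by 0.37 ± 0.07 (adjusted p = 0.00515) and Esrrb by 0.37 ± 0.06 (adjusted p = 0.0022), while Fgf5, under the minimum in WT +dox, rose by 1.89 ± 0.23 (adjusted p = 0.000371) and Nes by 0.32 ± 0.09 (adjusted p = 0.0201). Pou5f1 (0.08 ± 0.08, adjusted p = 0.509), Sox2 (-0.10 ± 0.08, adjusted p = 0.393), Cdx2 (0.30 ± 0.16, adjusted p = 0.19), Mixl1 (0.11 ± 0.10, adjusted p = 0.469), Gata6 (0.02 ± 0.11, adjusted p = 0.933) and Hand1 (0.03 ± 0.09, adjusted p = 0.834) were not called. The Nes call ended without WT +dox replicate 2 (0.24, adjusted p = 0.125), without WT -dox replicate 1 (0.26, adjusted p = 0.127) and without the expression filter (0.28, adjusted p = 0.087). The largest rises were those of Spink1 (2.52 ± 0.10), a secreted protease inhibitor, the growth regulator Myc (2.47 ± 0.10), Bnip3 (2.27 ± 0.10), a hypoxia-induced mitophagy receptor, the cyclin gene Ccnd2 (2.14 ± 0.08), Enox1 (2.10 ± 0.17) and the kinase gene Pim2 (2.09 ± 0.10). The deepest falls were those of Nupr1 (-2.32 ± 0.07), 2410003I16Rik (-2.14 ± 0.14), B4galnt2 (-1.92 ± 0.13), the AP-1 repressor gene Jdp2 (-1.89 ± 0.08), the glutaminyl cyclase gene Qpct (-1.68 ± 0.09) and the carboxypeptidase gene Cpe (-1.68 ± 0.09). limma called 3763 genes, 1925 higher and 1838 lower, of which 162 changed at least 2-fold, 88 higher and 74 lower. The count was 2445 without WT -dox replicate 1 and 2360 without WT -dox replicate 2. More genes were lower than higher without WT +dox replicate 1 (1275 higher and 1358 lower) and without WT -dox replicate 2 (1084 and 1276). Nanog and Ccnd2 lie on chromosome 6 (median difference of its genes 0.02) and Cpe on chromosome 8 (0.04).

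Genes induced by low oxygen and genes of glycolysis rose in large number on withdrawal of the wild type. Of 28 such genes 22 rose and 2 fell (22 and 3 adjusted over the list alone), with Bnip3, the prolyl hydroxylase gene Egln3 (2.03 ± 0.07) and Ankrd37 (1.95 ± 0.08) highest (median 0.60, adjusted p = 7.4e-10, adjusted p = 0.263 with an estimated correlation). Of 17 primed epiblast genes 13 rose and 0 fell by limma (14 and 0 adjusted over the list alone), with Fgf5, Dnmt3b (1.64 ± 0.09) and Zic2 (1.53 ± 0.12) highest (median 0.99, adjusted p = 2.08e-08, adjusted p = 0.263 with an estimated correlation). Of 37 pluripotency genes 8 rose and 13 fell (8 and 13 adjusted over the list alone). Their median was 0.07, their mean -0.03, and the test pointed down without a call (adjusted p = 0.619). Without WT +dox replicate 1 the median was -0.01. Dppa3 (1.04 ± 0.08) and Dppa2 (0.65 ± 0.07), germ cell and early embryo genes, rose, and Tcl1 (-0.90 ± 0.07) fell. Of 21 ectoderm and neural genes 12 rose and 2 fell (12 and 2 adjusted over the list alone), with Gbx2 (1.91 ± 0.10) and Nefm (1.69 ± 0.14) highest (median 0.31, adjusted p = 0.000157, adjusted p = 0.263 with an estimated correlation). Of 15 germline genes 2 rose and 8 fell (3 and 8 adjusted over the list alone), with Sycp3 at -0.98 ± 0.10 (median -0.50, adjusted p = 0.0117, adjusted p = 0.488 with an estimated correlation). Ankrd37 lies on chromosome 8 and Dppa3 on chromosome 6. The 18S control signal of WT -dox (11.13 and 10.78) overlapped that of WT +dox (11.42 and 10.99).

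The lists of FGF and ERK targets and of NODAL, BMP and WNT targets were called higher here too, and that of LIF and STAT3 targets was not called. FGF and ERK targets (11 of 18 rose and 0 fell, 12 and 0 adjusted over the list alone) had a median of 0.43 (adjusted p = 2.47e-05, adjusted p = 0.263 with an estimated correlation), with Dusp6 (0.90 ± 0.10), a feedback phosphatase of ERK, next to Myc and Ier3 (0.99 ± 0.11). Targets of NODAL, BMP and WNT (11 of 23 rose and 0 fell, 12 and 2 adjusted over the list alone) had a median of 0.30 (adjusted p = 0.000138, adjusted p = 0.263 with an estimated correlation), with Id3 (1.88 ± 0.07) and Lef1 (1.35 ± 0.14) highest. The pluripotency-linked mRNAs bound to WDR5 (9 of 19 rose and 0 fell, 9 and 0 adjusted over the list alone) had a median of 0.10 (adjusted p = 0.00199, adjusted p = 0.302 with an estimated correlation), with Myc, Bmp4 (0.86 ± 0.08) and Rarg (0.62 ± 0.07) highest. Cholesterol synthesis genes (11 of 20 rose and 0 fell, 11 and 0 adjusted over the list alone) had a median of 0.22 (adjusted p = 0.000287, adjusted p = 0.263 with an estimated correlation), with Idi1 (0.73 ± 0.09) and Sqle (0.64 ± 0.08) highest. Integrated stress response genes (1 of 26 rose and 15 fell, 2 and 15 adjusted over the list alone) had a median of -0.28 (adjusted p = 0.000157, adjusted p = 0.343 with an estimated correlation), with Nupr1, Ddit3 (-0.88 ± 0.08) and Chac1 (-0.85 ± 0.09) lowest. Targets of p53 (1 of 23 rose and 8 fell, 1 and 8 adjusted over the list alone) had a median of -0.16 (adjusted p = 0.00699, adjusted p = 0.508 with an estimated correlation), with Rrm2b (-1.16 ± 0.08) and the cell cycle inhibitor gene Cdkn1a (-0.78 ± 0.08) lowest.

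In this comparison 11 lists were not called, the pluripotency list among them. The MLL complexes (4 of 20 rose and 1 fell, 2 and 0 adjusted over the list alone, adjusted p = 0.129) had Setd1b at 1.16 ± 0.11 beside Wdr5. Fibroblast markers (3 of 10 rose and 2 fell, 3 and 2 adjusted over the list alone) had a median of -0.005, a mean of 0.17 and a test pointing up (adjusted p = 0.562), with Vim at 1.48 ± 0.10. The list of LIF and STAT3 targets (4 of 18 rose and 4 fell, 4 and 4 adjusted over the list alone) had a median of -0.03, a mean of 0.12 and a test pointing up (adjusted p = 0.939), and the mesendoderm list (3 of 18 rose and 1 fell, 3 and 1 adjusted over the list alone) a median of -0.01, a mean of 0.05 and a test pointing up (adjusted p = 0.985). Trophectoderm genes (6 of 19 rose and 4 fell, 6 and 4 adjusted over the list alone, adjusted p = 0.316) had Krt7 at -1.02 ± 0.12 and Krt19 at 0.90 ± 0.13. The remaining lists without a call had adjusted p values of 0.094 (mitosis and cell cycle), 0.253 (endoderm), 0.316 (interferon), 0.455 (ribosomal proteins) and 0.502 (Hox).

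The third comparison asks what withdrawal of the mutant added (F266A -dox minus F266A +dox). Fgf5, under the minimum in F266A +dox, rose by 2.81 ± 0.23 (adjusted p = 0.000244). Mixl1, a marker of the primitive streak, rose by 0.74 ± 0.10 (adjusted p = 0.00221). Esrrb fell by 0.67 ± 0.06 (adjusted p = 0.000318) and Nanog by 0.51 ± 0.07 (adjusted p = 0.00241). Cdx2, a factor of trophectoderm and posterior mesoderm, rose by 0.68 ± 0.16 (adjusted p = 0.0185), a call that ended without F266A +dox replicate 1 (0.52, adjusted p = 0.141), without F266A -dox replicate 1 (0.64, adjusted p = 0.0698) and without F266A -dox replicate 2 (0.73, adjusted p = 0.0544). Nes rose by 0.37 ± 0.09 (adjusted p = 0.017), a call that ended without F266A +dox replicate 1 (adjusted p = 0.0722) or replicate 2 (adjusted p = 0.0879), without F266A -dox replicate 2 (adjusted p = 0.0937) and without the expression filter (adjusted p = 0.0859). Sox2 fell by 0.27 ± 0.08 (adjusted p = 0.0414). Its adjusted p was 0.0511 and 0.0514 without WT +dox replicates 1 and 2, 0.0626 and 0.0627 without WT -dox replicates 1 and 2, 0.127 and 0.156 without F266A +dox replicates 1 and 2, and 0.216 without F266A -dox replicate 2, where the fall of Sox2 was 0.17. The adjusted p was 0.0599 with the replicate block, 0.0714 with the groups of the contrast alone and 0.0742 without the expression filter. Pou5f1 (-0.08 ± 0.08, adjusted p = 0.514), Gata6 (-0.12 ± 0.11, adjusted p = 0.486) and Hand1 (0.02 ± 0.09, adjusted p = 0.916) were not called.

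Besides Fgf5 the largest rises were those of the lymphocyte receptor gene Btla (1.78 ± 0.19), Cdh2 (1.77 ± 0.13), which encodes N-cadherin, the activin antagonist gene Fst (1.70 ± 0.13), the growth factor gene Fgf8 (1.65 ± 0.21) and Sp5 (1.63 ± 0.13). The deepest falls were those of Lrrc31 (-2.09 ± 0.08), 2410003I16Rik (-1.34 ± 0.14), Wscd2 (-1.33 ± 0.11), the interferon-stimulated gene Xaf1 (-1.26 ± 0.10), the laminin gene Lama1 (-1.22 ± 0.10) and the GTPase gene Atl1 (-1.13 ± 0.17). For Btla and 2410003I16Rik the means of both groups were under the expression minimum. limma called 2333 genes, 1067 higher and 1266 lower, and 48 of them changed at least 2-fold, 35 higher and 13 lower. The count was 1009 without F266A +dox replicate 1, with more genes higher (539) than lower (470), 1145 without F266A +dox replicate 2 and 1388 without F266A -dox replicate 2. Genes of chromosome 8 had a median difference of 0.12 and genes of chromosome 6, which holds Nanog, a median of 0.06.

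Pluripotency genes fell as a list on withdrawal of the mutant. Of 37 members 14 fell and 1 rose (19 and 1 adjusted over the list alone), with Tbx3 (-1.01 ± 0.08), Klf4 (-0.93 ± 0.07) and Tcl1 (-0.79 ± 0.07) lowest, the first and second of which are factors of the naive state (median -0.18, adjusted p = 8.21e-06, adjusted p = 0.263 with an estimated correlation). Of 17 primed epiblast genes 8 rose and 1 fell (10 and 1 adjusted over the list alone), with Fgf5, Zic2 (1.39 ± 0.12) and Sall2 (1.26 ± 0.14) highest (median 0.33, adjusted p = 6.53e-06, adjusted p = 0.263 with an estimated correlation). Of 21 ectoderm and neural genes 10 rose and 2 fell (11 and 3 adjusted over the list alone), with Cdh2 and Nefl (0.91 ± 0.11) highest (median 0.27, adjusted p = 0.00161, adjusted p = 0.281 with an estimated correlation). Of 19 trophectoderm genes 12 rose and 2 fell (12 and 2 adjusted over the list alone), with Rhox6 (0.82 ± 0.13) and Krt19 (0.71 ± 0.13) highest (median 0.40, adjusted p = 8.94e-05, adjusted p = 0.263 with an estimated correlation). Of 18 mesendoderm and mesoderm genes 5 rose and 0 fell by limma (5 and 0 adjusted over the list alone), with Fgf8, Mixl1 and Eomes (0.48 ± 0.08) among them (median 0.08, adjusted p = 0.00805, adjusted p = 0.263 with an estimated correlation). The mesendoderm call ended without F266A +dox replicate 1 (adjusted p = 0.125). Of 10 fibroblast markers 5 rose and 1 fell (6 and 1 adjusted over the list alone), with Vim at 0.77 ± 0.10 (median 0.37, adjusted p = 0.00801, adjusted p = 0.317 with an estimated correlation). The 18S control signal was lower in the F266A -dox than in the F266A +dox arrays, by more than the spread between duplicates.

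Of the metabolic and signalling lists, cholesterol synthesis genes (12 of 20 rose and 0 fell, 14 and 0 adjusted over the list alone) had a median of 0.29 (adjusted p = 3.89e-06, adjusted p = 0.263 with an estimated correlation), with Idi1 (0.77 ± 0.09) and Cyp51 (0.51 ± 0.09) highest. Hypoxia and glycolysis genes (14 of 28 rose and 2 fell, 16 and 2 adjusted over the list alone) had a median of 0.26 (adjusted p = 7.2e-05, adjusted p = 0.275 with an estimated correlation), with Bnip3 at 0.69 ± 0.10. Targets of NODAL, BMP and WNT (12 of 23 rose and 1 fell, 13 and 2 adjusted over the list alone) had a median of 0.28 (adjusted p = 8.94e-05, adjusted p = 0.263 with an estimated correlation), with Sp5 and Lef1 (1.06 ± 0.14) highest. FGF and ERK targets (4 of 18 rose and 1 fell, 5 and 1 adjusted over the list alone) had a median of 0.16 (adjusted p = 0.0108, adjusted p = 0.343 with an estimated correlation), with Myc (1.13 ± 0.10) and Dusp4 (1.04 ± 0.11), a phosphatase gene on chromosome 8, highest. The pluripotency-linked mRNAs bound to WDR5 (6 of 19 rose and 1 fell, 6 and 1 adjusted over the list alone) had a median of 0.14 (adjusted p = 0.00821, adjusted p = 0.352 with an estimated correlation). Targets of p53 (0 of 23 rose and 4 fell, 0 and 3 adjusted over the list alone) had a median of -0.13 (adjusted p = 0.0217, adjusted p = 0.546 with an estimated correlation), with Rrm2b at -0.90 ± 0.08. The p53 call ended without F266A +dox replicate 1 (adjusted p = 0.0653) and without F266A -dox replicate 1 (adjusted p = 0.124). The other 9 lists were not called, the integrated stress response list with 5 of 26 members higher and 2 lower (8 and 4 adjusted over the list alone, median 0.11, adjusted p = 0.0553). Its called members included Mthfd2 on chromosome 6 (0.51 ± 0.09) and Nupr1 (-0.51 ± 0.07). The Hox list had a median of 0.01, a mean of -0.01 and a test pointing down (adjusted p = 0.969). The rest had adjusted p values of 0.0613 (germline), 0.111 (LIF and STAT3 targets), 0.446 (endoderm), 0.448 (interferon), 0.621 (ribosomal proteins), 0.793 (mitosis and cell cycle) and 0.854 (MLL complexes).

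The endogenous Wdr5 mRNA, the target of the shRNA, was higher without doxycycline in both lines. Its group means were 8.34 ± 0.02 in WT +dox, 9.40 ± 0.07 in WT -dox, 8.58 ± 0.02 in F266A +dox and 9.29 ± 0.03 in F266A -dox (SD, n = 2). It rose by 1.06 ± 0.07 on withdrawal of the wild type (adjusted p = 1.47e-05) and by 0.71 ± 0.07 on withdrawal of the mutant (adjusted p = 0.000318). The pair of probe sets behind the gene rose by 0.90 and 1.22 in the WT line and by 0.54 and 0.89 in the F266A line. With doxycycline Wdr5 was 0.24 ± 0.07 higher in F266A than in WT (adjusted p = 0.0249), a call that ended with the probe set of the highest mean (0.11, adjusted p = 0.262), without WT +dox replicate 1 (adjusted p = 0.0709) or 2 (adjusted p = 0.103) and without F266A +dox replicate 1 (adjusted p = 0.112) or 2 (adjusted p = 0.0748). The difference between the lines in the response of Wdr5 was not called (-0.35, adjusted p = 0.0694).

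The study set F266A +dox beside WT -dox, and the next comparison asks how alike their changes against WT +dox were. Across the 11940 genes the Pearson correlation of the log2 differences was 0.72. Both differences use the same 2 control arrays, which by itself gave a mean correlation of 0.50 and at most 0.519 in 100 simulated draws with unchanged groups. That correlation is one of noise alone, so it is not the part of 0.72 that the shared arrays gave. The covariance was 0.0755 against 0.004 in the simulation, so the shared arrays gave a small part of it. Genes are not independent replicates, so the correlation carries no p. Of the genes called higher, 1117 were shared, and of those called lower 1007. Independent lists of these sizes would share 305.7 and 229.1, which leaves out the shared control. The draws, which hold no changed genes and so few calls, shared at most 1. In opposite directions, 50 genes higher in F266A +dox were lower in WT -dox and 18 the reverse. Nupr1 (-2.57 and -2.32), B4galnt2 (-1.79 and -1.92), Myc (1.81 and 2.47) and Esrrb (-0.41 and -0.37) are examples with similar values. Krt19 (2.64 and 0.90) and Bnip3 (0.51 and 2.27) are examples far from equality. The withdrawals in the WT and F266A lines correlated with r = 0.62 and share no array, with 643 genes called higher in both (172 expected) and 752 lower in both (194.9 expected).

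**Figure D2:**
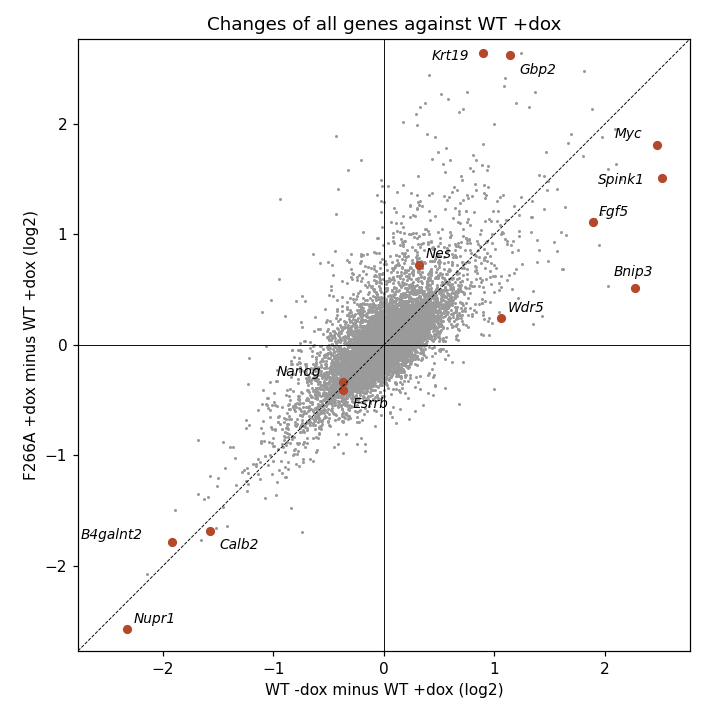
Log2 difference of each of the 11940 genes in F266A +dox (vertical axis) and in WT -dox (horizontal axis), each minus WT +dox, with the line of equality dashed and 13 genes marked. Most marked genes lie at the lower left or upper right, Nupr1 at -2.32 and -2.57, while Krt19 (0.90 and 2.64) lies above the line and Bnip3 (2.27 and 0.51) below it.

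The direct comparison of F266A +dox with WT -dox tests where these similar states differed. Cryab, a small heat shock protein gene, was higher in F266A +dox by 2.33 ± 0.11, Septin4 by 2.26 ± 0.16 and Prss23 by 2.03 ± 0.18, and Bnip3 (-1.75 ± 0.10), Egln3 (-1.49 ± 0.07) and the aldolase gene Aldoc (-1.40 ± 0.08) were lowest. Hypoxia and glycolysis genes were lower in F266A +dox, 17 of 28 called lower and 0 higher by limma (21 and 0 adjusted over the list alone, median -0.40, adjusted p = 1.39e-13, adjusted p = 0.263 with an estimated correlation). Pluripotency genes were slightly lower in F266A +dox (4 of 37 lower and 1 higher, 7 and 1 adjusted over the list alone, median -0.13, adjusted p = 0.00199, adjusted p = 0.331 with an estimated correlation), with Dppa3 at -0.75 ± 0.08. The primed epiblast list was not called (median -0.14, adjusted p = 0.134). Fibroblast markers were higher in F266A +dox (4 of 10 higher and 0 lower, 5 and 0 adjusted over the list alone, median 0.31, adjusted p = 0.000298, adjusted p = 0.263 with an estimated correlation). So were trophectoderm genes (7 of 19 higher and 1 lower, 7 and 4 adjusted over the list alone, median 0.09, adjusted p = 0.00903, adjusted p = 0.283 with an estimated correlation). The 18S control signal was lower in both F266A +dox arrays (10.61 and 10.35) than in both WT -dox arrays (11.13 and 10.78). limma called 1611 genes, 1085 higher and 526 lower, of which 82 differed at least 2-fold, 74 higher and 8 lower. The count was 709 without WT -dox replicate 1, 922 without WT -dox replicate 2, 633 without F266A +dox replicate 1 and 871 without F266A +dox replicate 2, and without the expression filter 52 genes differed at least 2-fold.

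F266A -dox minus WT -dox compares the lines with no doxycycline to induce either transgene. It also carries their earlier growth on different proteins and any other difference between the lines, such as that of chromosome 8 genes given below. Any protein that remained would enter too, which the arrays do not read. The study reported that nuclear WDR5 lasted hours after withdrawal, less long for F266A, and that RNA was harvested days later. Sp5 (2.64 ± 0.13), Gbp2 (2.57 ± 0.13) and Cryab (2.52 ± 0.11) were highest, and Lrrc31 (-1.60 ± 0.08), the protease inhibitor gene A2m (-1.50 ± 0.10) and 2410003I16Rik (-1.27 ± 0.14) lowest. For 2410003I16Rik the means of both groups were under the expression minimum. Pluripotency genes were lower in the F266A line, with 22 of 37 called lower and 1 higher (24 and 1 adjusted over the list alone, median -0.35, adjusted p = 7.4e-10, adjusted p = 0.263 with an estimated correlation), led by the nuclear receptor gene Nr0b1 (-0.94 ± 0.07) and by Prdm14 (-0.86 ± 0.06). Trophectoderm genes were higher (13 of 19 higher and 2 lower, 14 and 2 adjusted over the list alone, median 0.43, adjusted p = 1.51e-06, adjusted p = 0.263 with an estimated correlation), with Krt19 (2.44 ± 0.13) and Igf2 (2.31 ± 0.10) highest. Fibroblast markers were higher (7 of 10 higher and 0 lower, 7 and 0 adjusted over the list alone, median 0.70, adjusted p = 3.54e-05, adjusted p = 0.263 with an estimated correlation), with Tagln at 1.80 ± 0.11. The 18S control signal was lower in the F266A arrays. limma called 3277 genes, 1676 higher and 1601 lower, of which 216 differed at least 2-fold, 193 higher and 23 lower. The count was 2060 without WT -dox replicate 1, 1947 without WT -dox replicate 2 and 2144 without F266A -dox replicate 2. Differences between the lines with and without doxycycline correlated with r = 0.70 across genes and share no array, with 1012 genes higher in both (266.1 expected) and 719 lower in both (199.5 expected). Genes of chromosome 8 had a median difference of 0.15 here, and A2m lies on chromosome 6 (median of its genes 0.05).

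The extremes of the series were F266A -dox and WT +dox. Between them Fgf5, under the expression minimum in WT +dox, differed by 3.93 ± 0.23, Gbp2 by 3.71 ± 0.13 and Gbp2b by 3.49 ± 0.17, and 2410003I16Rik (-3.42 ± 0.14), Nupr1 (-3.08 ± 0.07) and Lrrc31 (-2.82 ± 0.08) were lowest. Of 37 pluripotency genes 21 were lower and 5 higher (21 and 6 adjusted over the list alone, median -0.33, adjusted p = 0.000321, adjusted p = 0.281 with an estimated correlation), with Tcl1 (-1.76 ± 0.07), Tbx3 (-1.39 ± 0.08) and Klf4 (-1.31 ± 0.07) lowest. Of 17 primed epiblast genes 16 were higher and 0 lower by limma (16 and 0 adjusted over the list alone, median 0.86, adjusted p = 3.09e-08, adjusted p = 0.263 with an estimated correlation), with Pou3f1 (2.35 ± 0.09) and Zic2 (2.32 ± 0.12) behind Fgf5. Of 15 germline genes 11 were lower and 2 higher (11 and 2 adjusted over the list alone, median -0.90, adjusted p = 0.000832, adjusted p = 0.356 with an estimated correlation), with Sycp3 (-1.64 ± 0.10) and the receptor gene Kit (-1.42 ± 0.07) among them. Fibroblast and trophectoderm lists were higher too. Of 10 fibroblast markers 7 were higher and 2 lower (8 and 2 adjusted over the list alone, median 0.72, adjusted p = 0.00391, adjusted p = 0.281 with an estimated correlation). Of 19 trophectoderm genes 13 were higher and 2 lower (13 and 2 adjusted over the list alone, median 0.54, adjusted p = 0.000518, adjusted p = 0.263 with an estimated correlation). The 18S control signal differed most between these groups (9.60 and 9.57 in F266A -dox, 11.42 and 10.99 in WT +dox). limma called 6080 genes, 3095 higher and 2985 lower, of which 653 differed at least 2-fold, 400 higher and 253 lower. Genes of chromosome 8 had a median difference of 0.20 and those of chromosome 6 of 0.12.

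Whether the lines answered doxycycline withdrawal differently was tested as an interaction, the F266A response minus the WT response. The hypoxia genes Egln3 (2.03 in WT, 0.34 in F266A) and Bnip3 (2.27 and 0.69) rose more in the WT line, with differences of -1.69 ± 0.10 (adjusted p = 0.000105) and -1.58 ± 0.14 (adjusted p = 0.000833). Spink1 (2.52 and 0.54, difference -1.98 ± 0.13, adjusted p = 0.000215) also rose more in WT. A2m rose in WT and fell in F266A (1.62 and -0.57, difference -2.19 ± 0.14, adjusted p = 0.000189). Nupr1 (-2.32 and -0.51, difference 1.81 ± 0.10, adjusted p = 0.000105) fell more in the WT line. The desmocollin gene Dsc2 fell in the WT line and rose in F266A (-1.10 and 0.53, difference 1.63 ± 0.17, adjusted p = 0.00185). The responses of Nanog (difference -0.15, adjusted p = 0.464), Esrrb (-0.31, adjusted p = 0.0863) and Fgf5 (0.92, adjusted p = 0.138) were not called different. limma called 615 genes, 264 higher and 351 lower, and for 61 the difference was at least 2-fold, 28 higher and 33 lower. The count was 270 and 385 without WT +dox replicates 1 and 2, 303 and 263 without WT -dox replicates 1 and 2, 174 and 238 without F266A +dox replicates 1 and 2, and 311 without F266A -dox replicate 2. The larger number of lower genes did not hold without WT -dox replicate 2 (141 higher and 122 lower), without F266A +dox replicate 1 (99 and 75) or without F266A -dox replicate 2 (157 and 154).

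Among lists, hypoxia and glycolysis genes rose less in the F266A line (13 of 28 lower and 0 higher in the interaction, 15 and 1 adjusted over the list alone, median -0.34, adjusted p = 7.4e-10, adjusted p = 0.263 with an estimated correlation). The pluripotency list, not called on withdrawal of the wild type, had a lower response in F266A (4 of 37 lower and 0 higher, 14 and 0 adjusted over the list alone, median -0.21, adjusted p = 2.31e-05, adjusted p = 0.263 with an estimated correlation), with Nr0b1 (-0.68 ± 0.11) and Dppa2 (-0.68 ± 0.09) lowest. Dppa2 rose in WT (0.65) and hardly moved in F266A (-0.03). Nr0b1 was at 0.11 in WT and -0.57 in F266A. The 18S control signal also fell further in F266A, from 10.61 and 10.35 with doxycycline to 9.60 and 9.57 without it. In WT the values with doxycycline (11.42 and 10.99) and without it (11.13 and 10.78) overlapped. FGF and ERK targets had a median of -0.32 (5 of 18 lower and 0 higher, 10 and 2 adjusted over the list alone, adjusted p = 0.000935, adjusted p = 0.275 with an estimated correlation), with Myc at -1.35 ± 0.14. Integrated stress response genes had a median of 0.31 (10 of 26 higher and 0 lower, 16 and 1 adjusted over the list alone, adjusted p = 1.62e-09, adjusted p = 0.263 with an estimated correlation), with Nupr1 and Chac1 (1.36 ± 0.13) highest. Of the 147 tests of a list in a contrast, camera with its preset correlation called 82. With an estimated correlation camera called 0, with 25 tests at an unadjusted p under 0.05 and a smallest adjusted p of 0.263. fry, which asks whether a list moves on balance without comparing it with other genes, called 92, and 75 of the 82 were among them.

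**Figure D3:**
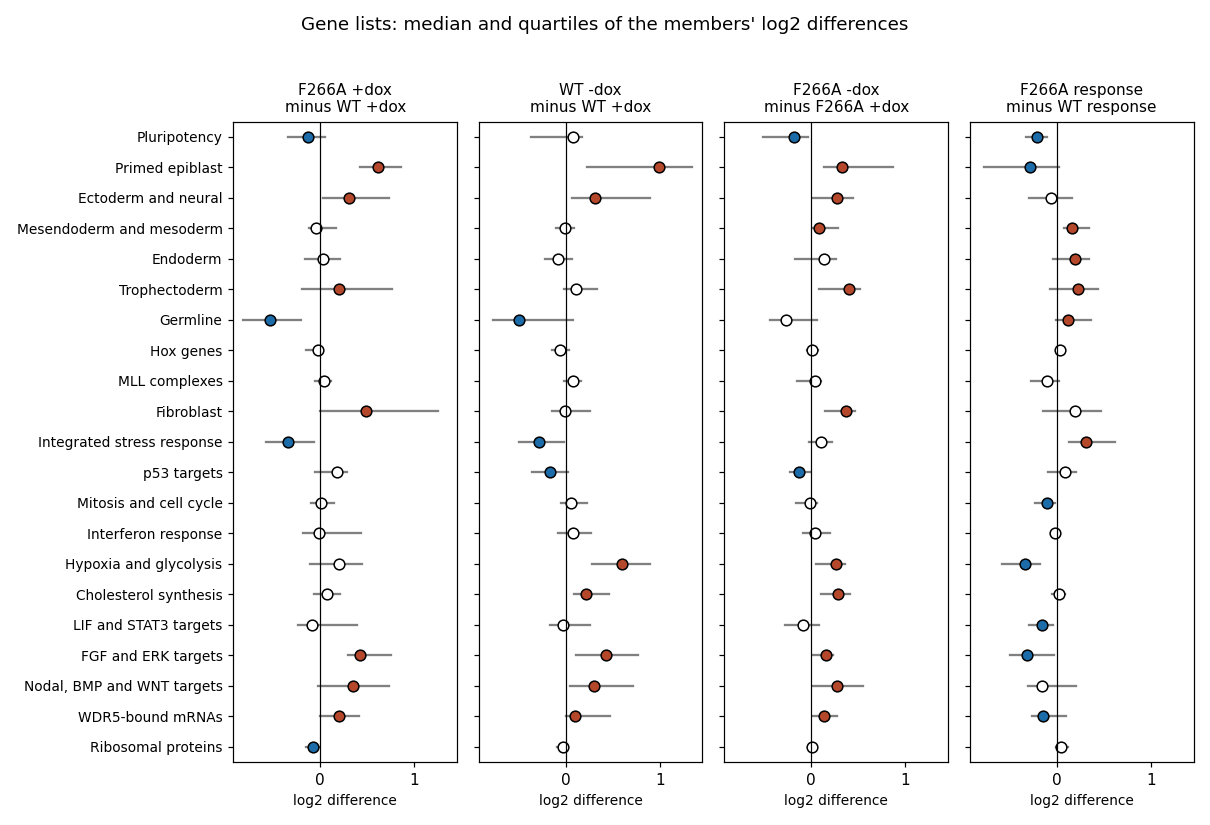
Median (dot) and quartiles (bar) of the members' log2 differences for the 21 lists in 3 comparisons and in the interaction, red or blue where camera with its preset correlation called the list higher or lower and white where not. Primed epiblast genes lie to the right in the first 3 panels (medians 0.61, 0.99 and 0.33), and integrated stress response genes lie to the left on withdrawal of the wild type (-0.28) and to the right in the interaction (0.31).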

Values the study reported

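In ESCs depleted of endogenous Wdr5, the study reported that shutting off wild-type WDR5 lowered the number of alkaline phosphatase-positive colonies by about 50%, and that cells on induced F266A showed a similar loss. Shutting off F266A as well removed more than 90% of these colonies. Global H3K4me3 fell by about 50% after loss of the wild type and similarly on F266A, and by more than 80% after shut-off of F266A. By quantitative PCR the study described lower Pou5f1, Nanog, Sox2 and Esrrb and higher Cdx2, Fgf5 and Nestin. For its arrays it required a false discovery rate under 5% and a change of at least 2-fold.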

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

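The tests of explanations for the integrated stress response genes were chosen only after the result was seen, whereas the test of a difference between the lines was planned.

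The response to doxycycline withdrawal differed between the lines for 615 genes by the interaction test. The median difference of the responses (F266A minus WT) was -0.21 for the pluripotency list, -0.29 for primed epiblast genes, 0.16 for mesendoderm and mesoderm genes, 0.19 for endoderm genes, 0.23 for trophectoderm genes and 0.12 for germline genes. It was 0.31 for the integrated stress response list, -0.11 for mitosis and cell cycle genes, -0.34 for hypoxia and glycolysis genes, -0.15 for LIF and STAT3 targets, -0.32 for FGF and ERK targets and -0.14 for the pluripotency-linked mRNAs bound to WDR5. None of these 12 list calls held with an estimated correlation. The mesendoderm call also ended without F266A +dox replicate 1 (adjusted p = 0.0881). The call of the bound mRNAs ended without WT +dox replicate 2 (adjusted p = 0.0941), WT -dox replicate 1 (adjusted p = 0.128), F266A +dox replicate 1 (adjusted p = 0.0916) or F266A -dox replicate 1 (adjusted p = 0.0902), and with a minimum of 100 (adjusted p = 0.106), the probe set of the highest mean (adjusted p = 0.0846), quantile normalization (adjusted p = 0.0596), the trended and robust prior (adjusted p = 0.0604) or the crossed block (adjusted p = 0.07). The germline call ended without WT +dox replicate 1 (adjusted p = 0.0511) or 2 (adjusted p = 0.073), WT -dox replicate 1 (adjusted p = 0.0923), F266A +dox replicate 2 (adjusted p = 0.0941) or F266A -dox replicate 1 (adjusted p = 0.227), with the probe set of the highest mean (adjusted p = 0.0861) and without genes of chromosomes 6 and 8 (adjusted p = 0.0668).

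Single genes differed between the responses in several ways. Those that fell in WT and fell less or rose in F266A were Nupr1 (1.81), B4galnt2 (1.75), Dsc2 (1.63), Cpe (1.41), Jdp2 (1.36), Chac1 (1.36), Qpct (1.15), Stag3 (0.97) and Cdkn1a (0.75). B4galnt2 and Qpct were already near or under the expression minimum in F266A +dox. Whether this limited their fall was not tested. 2410003I16Rik, also near the minimum there (5.70 and 5.29), read 4.21 and 4.10 in F266A -dox. Readings under the minimum can thus still drop. Signals not shown to exceed background cannot decide whether the falls of B4galnt2 and Qpct were limited. Those that rose in WT and rose less or hardly moved in F266A were Spink1 (-1.98), Egln3 (-1.69), Gbx2 (-1.63), Enox1 (-1.60), Bnip3 (-1.58), Ankrd37 (-1.40), Myc (-1.35), Id3 (-1.31), Tcf15 (-1.14), Ccnd2 (-1.10), the methyltransferase gene Setd1b (-1.08), Pim2 (-0.93) and Otx2 (-0.84). The F266A responses of Tcf15 and Setd1b were 0.06 and 0.08. All of the genes from Spink1 to Otx2 already read higher in F266A +dox than in WT +dox, by varying degrees. Id3 read 8.98 and 8.90 in F266A +dox, against 8.74 and 8.64 in WT -dox. Pim2 read 9.32 and 9.29, against 9.40 and 9.48. Egln3 (6.985 and 6.97) and Bnip3 (9.71 and 9.53) stayed well under WT -dox (8.42 and 8.53, and 11.42 and 11.33). Whether a higher start limited a further rise was not tested. Dppa2 (-0.68) rose in WT alone, and A2m (-2.19) rose in WT and fell in F266A. Fst (1.36), Btla (1.28), Sp5 (1.08) and Mixl1 (0.63) rose more in F266A. All group means of Btla were under the expression minimum. Lrrc31 (-0.87) and Wscd2 (-0.80) fell more in F266A, and Nr0b1 (-0.68) fell in F266A alone. A2m and Ccnd2 lie on chromosome 6, and Cpe and Ankrd37 on chromosome 8. Leaving out any one array except F266A -dox replicate 1 ended the call of Mixl1 (adjusted p from 0.0684 to 0.154), as did no expression filter (adjusted p = 0.0795) and quantile normalization (adjusted p = 0.0645). Leaving out F266A +dox replicate 1 or 2 ended that of Sp5 (adjusted p = 0.0711 and 0.0679). The call of Btla ended without WT +dox replicate 1 (adjusted p = 0.0927) or 2 (adjusted p = 0.0531), WT -dox replicate 2 (adjusted p = 0.086) or F266A +dox replicate 1 (adjusted p = 0.0871) or 2 (adjusted p = 0.104), and without the expression filter (adjusted p = 0.0508). That of Wscd2 ended without WT -dox replicate 2 (adjusted p = 0.0654), F266A +dox replicate 1 (adjusted p = 0.0891) or 2 (adjusted p = 0.0595) or F266A -dox replicate 2 (adjusted p = 0.0592), and that of Pim2 without F266A +dox replicate 1 (adjusted p = 0.0524). Without the expression filter the difference of Enox1 was -0.78 (adjusted p = 0.0713).

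The integrated stress response list was higher in WT +dox than in the other groups (medians against it -0.34 in F266A +dox, -0.28 in WT -dox and -0.16 in F266A -dox), though not in every member: 15 of 26 fell and 1 rose when the wild type was withdrawn. Camera called all of these differences (adjusted p = 0.00801 for F266A -dox). None was called with an estimated correlation (adjusted p = 0.275, 0.343 and 0.488 in the same order). Doxycycline itself can induce this response. A drug effect common to the lines does not by itself account for the pattern. All 26 members had a median of 0.11 (quartiles -0.02 and 0.22) when F266A lost doxycycline. That withdrawal also shut off the mutant, and no group lost doxycycline alone. A drug effect offset by another change is thus not excluded. A stray WT +dox array may contribute. Against WT +dox replicate 1 alone the median of all 26 members in WT -dox was -0.30 (95% interval -0.48 to -0.04), and against replicate 2 alone it was -0.21 (-0.41 to 0.01). The amount of wild-type WDR5 made under induction is another candidate explanation. Without doxycycline in either line the median difference was 0.0275 (quartiles -0.12 and 0.11), the transgene is not read, and any comparison with WT +dox repeats the pattern, so these and other differences between the lines cannot be told apart here.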

How the results depend on the processing

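Of the tests below, the crossed block and the test without chromosomes 6 and 8 were chosen only after the result was seen. None of the list calls, correlations or named genes with a call reversed under the alternatives run. The pluripotency median on WT withdrawal, 0.07 and not called, was -0.01 without WT +dox replicate 1. The balance of genes called higher and lower was less stable. On F266A withdrawal it went from 1067 higher and 1266 lower to 539 and 470 without F266A +dox replicate 1. In the interaction it went from 264 and 351 to 99 and 75 in the same run. On WT withdrawal it went from 1925 and 1838 to 1084 and 1276 without WT -dox replicate 2. For F266A -dox minus WT -dox, 1676 and 1601, it was 1298 and 1482 without genes of chromosomes 6 and 8, 1694 and 1868 with quantile normalization, 1515 and 1586 with median centring, 1627 and 1642 with a minimum of 100, 1829 and 1892 with the trended and robust prior and 1827 and 1869 with the crossed block. For F266A -dox minus WT +dox, 3095 and 2985, it was 2540 and 2792 without these chromosomes, 3105 and 3176 with quantile normalization and 2646 and 2712 without F266A -dox replicate 1. With the added 2-fold threshold the counts were 234 (F266A +dox minus WT +dox), 162 (WT withdrawal), 48 (F266A withdrawal), 216 (F266A -dox minus WT -dox), 82 (F266A +dox minus WT -dox) and 653 (F266A -dox minus WT +dox), with 61 for the interaction, and the SAM-type statistic with that threshold gave the same 6 counts. Fewer genes pass a second criterion by construction. The SAM-type statistic alone called 5943 genes on WT withdrawal, 5019 for F266A -dox minus WT -dox and 2872 for F266A +dox minus WT -dox. Without the expression filter the counts were 1537 (F266A withdrawal), 1059 (F266A +dox minus WT -dox) and 290 (interaction), with the correlation of changes at 0.70, and with a minimum of 100 it was 0.73. Without the filter, which averages in probe sets below the minimum, values of some named genes shrank though still called, such as Fgf5 from 1.11 to 0.66 and B4galnt2 from -1.79 to -0.60 in F266A +dox minus WT +dox. Each probe set on its own gave 9429 calls for F266A -dox minus WT +dox, a count of probe sets. The trended and robust prior gave 1110 for the interaction. Camera with an estimated correlation called 0 lists, and the pluripotency medians of -0.13 (F266A +dox minus WT +dox) and -0.18 (F266A withdrawal) then had adjusted p values of 0.343 and 0.263. Where no construction is named, the cause was not tested.

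Leaving out 1 array at a time gave 1931 to 3511 calls for F266A +dox minus WT +dox, 2360 to 3918 for WT withdrawal, 1009 to 2268 for F266A withdrawal, 1947 to 3227 for F266A -dox minus WT -dox, 633 to 1732 for F266A +dox minus WT -dox, 4918 to 5872 for F266A -dox minus WT +dox, 174 to 689 for the interaction and 76 to 82 lists. Pluripotency medians ranged from -0.16 to -0.09, from -0.01 to 0.08 and from -0.21 to -0.15 in the first 3 contrasts, and the correlation of changes from 0.690 to 0.737. The lone array of a group is then assumed to vary like the other groups. Among named genes, 24 to 78 of up to 598 calls or values fell below the threshold in these runs and 0 reversed.

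Replicate numbers did not pair the arrays over all 4 groups: deviations of same-numbered arrays correlated across genes at 0.13 and 0.16 within the lines and from -0.18 to -0.11 between them, as with numbers exchanged in 1 line. With the number as a block the counts were 3105, 3439, 2079, 2978, 1401, 5814 and 451, and with the crossed block, which exchanges the numbers in the F266A line, 3806, 4201, 2827, 3696, 1921, 6452 and 895. Without genes of chromosomes 6 and 8 they were 2935, 3364, 1957, 2780, 1423, 5332 and 526. With the crossed block, 2 of 598 calls or values of named genes were stronger and 0 weaker.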

Other observations

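The tests of explanations in this part were chosen only after the result was seen. What the counts of segments of chromosomes 8 and 6 would mean was written down before they were made, though after the medians of these chromosomes were known. The comparison of the highest and lowest segments of chromosome 6 was added after the segment values had been seen.

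Targets of p53 differed between the lines in some comparisons. In F266A +dox, 11 of 23 were higher than in WT -dox and 0 lower by limma (12 and 1 adjusted over the list alone, median 0.25, adjusted p = 1.18e-06, adjusted p = 0.283 with an estimated correlation), with the kinase gene Plk2 (1.04 ± 0.09), the adhesion gene Perp (0.99 ± 0.09), the antiproliferative gene Btg2 (0.90 ± 0.09) and Cdkn1a (0.73 ± 0.08) highest. Without doxycycline in either line, 9 were higher in F266A and 2 lower (10 and 4 adjusted over the list alone, median 0.19, adjusted p = 0.00907, adjusted p = 0.524 with an estimated correlation), with Plk2 at 1.27 ± 0.09 and Rrm2b at -0.81 ± 0.08. The p53 list was not called with doxycycline in both lines (median 0.18, adjusted p = 0.0674), for F266A -dox minus WT +dox (7 higher and 7 lower, median 0.03, adjusted p = 0.836) or in the interaction (adjusted p = 0.173), and the comparison of F266A +dox with WT -dox differs in doxycycline as well as in the line. Cholesterol synthesis genes were lower in F266A +dox than in WT -dox, with 6 of 20 called lower and 0 higher (10 and 0 adjusted over the list alone, median -0.21, adjusted p = 4.68e-05, adjusted p = 0.263 with an estimated correlation), the feedback regulator gene Insig1 at -0.72 ± 0.08.

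Genes of chromosome 8 and, less, of chromosome 6 were higher as sets in F266A -dox than in WT +dox, with medians of 0.20 and 0.12, against -0.06 to 0.05 for other chromosomes, and 48% of chromosome 8 genes were called higher against 23.8% of the others. An intensity-dependent effect of the authors' normalization does not account for chromosome 8, since 0 of 10000 random sets matched on expression reached its median (highest 0.04). Of its genes 74.4% lay above the median of the other chromosomes (exact 95% interval 70.9% to 77.7%), a share that a raised minority could give as well because many unchanged genes also lie above a median, so a minority of WDR5-dependent genes and a shift of most genes cannot be told apart by it. A gain of chromosome 8 in part of the cells is a candidate explanation: all 10 equal segments of its genes, in order along it, lay above the other chromosomes, and if each such cell had 1 extra copy and expression followed copy number, 32.2% more of the cells would carry it. The count of segments alone does not single out a chromosome, since X had 9 of 10 above and chromosome 3 had 8, with medians of 0.05 and 0.002. For chromosome 6, 8 of 10 lay above, a count that decided neither way. By the later comparison a gain of the whole chromosome does not by itself account for its shift, since the highest and lowest segments differed by 0.53, against at most 0.30 on other chromosomes and 0.42 in 10000 random orders of its genes. Segments 3 to 6 had shifts of 0.37, 0.45, 0.28 and 0.23 and the other 6 lay between -0.08 and 0.06, and what raised this part was not tested. Array by array the shift of chromosome 8 was -0.07 and -0.10 in WT +dox, -0.03 and -0.05 in WT -dox, -0.01 and -0.003 in F266A +dox and 0.13 and 0.13 in F266A -dox.

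Wdr5 mRNA was higher without doxycycline in both lines. Cross-hybridization of the human transgene does not account for it, since it would raise the probe sets with doxycycline, and the smallest rise of a probe set on withdrawal was 0.54. Nor does a general rise of MLL complex mRNAs, whose 19 other members had a median of 0.0807 on withdrawal of the wild type (upper quartile 0.15). Outgrowth of cells with weaker knockdown may contribute, and it cannot be told apart from feedback on the endogenous gene here, since no probe set reads the shRNA. The response was 0.35 smaller in F266A (interaction -0.35, adjusted p = 0.0694), which was not called.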
